A study of Mus musculus with 6 samples. Its data were reported in "Postnatal liver functional maturation requires Cnot complex-mediated decay of mRNAs encoding cell cycle and immature liver genes" (2019).

How the data were processed

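Total RNA from fetal hepatocytes of control and Cnot3KO embryos, taken before and after 6 or 12 h of ActD, was measured on Affymetrix mouse arrays with 3′-biased probe sets, 1 array for each genotype and time. The hepatocytes came from late fetal livers in which Cre recombinase under the albumin promoter deletes Cnot3, and were cultured with oncostatin M and dexamethasone. According to the study the loss of Cnot3 was incomplete in the fetal liver and efficient by the end of culture, when the RNA was taken. Groups were taken from the labels of the samples. Per the labels and the methods, the authors computed 1 value per probe set with the Robust Multi-array Average (RMA), whose software and version are not given in the sources used here. The values that the authors deposited are intensities on a linear scale, although RMA works on the log2 scale, so log2 was taken here before any comparison. The deposited table held 45037 probe sets on 6 arrays, with 0 missing values. RMA corrects the background, equalises the distributions of the arrays and summarises the probes of a set. A change after ActD is therefore relative to the other mRNAs on the array, and a loss shared by all mRNAs cannot be seen. The 20th percentile of intensity lay between 19.7 and 22.4 and the median between 69.7 and 72.4 on the arrays, and Spearman's rho between arrays was between 0.935 (control at 12 h and Cnot3KO at 0 h) and 0.993 (Cnot3KO at 6 and 12 h).

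Probe sets were named through the platform annotation. Of the probe sets 34945 carried 1 gene symbol, 932 several and 9160 none, and 99.4% of the gene identifiers were found in the RefSeq gene table of assembly GRCm38.p6, which served for names, neighbours and locus lengths only. Probe sets with several symbols or none named no gene. Each gene was represented by its probe set with the highest mean over the 6 arrays, which left 18194 genes. A gene was kept if its intensity exceeded the 20th percentile of an array in at least 1 of the arrays compared. The percentile was taken from the authors' expression filter on probe sets, while its use on 1 probe set per gene and the minimum of 1 array were chosen here. This gave 16499 genes over all arrays and 16110 at 0 h.

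The difference before ActD is the log2 intensity in Cnot3KO minus that in control cells at 0 h, counted beyond 1.5-fold and given without a test. The genotype difference over the 3 times was tested with limma (lmFit and eBayes) with genotype and time as terms, and the change at 12 h was taken from the same model. The difference in decay was tested as the genotype by time term of a linear model on hours. Both models have 2 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method at 0.05. Changes over 12 h are the fitted slope times 12 h, which with 3 equally spaced times equals the 12 h minus the 0 h value. A half-life was counted as over 2-fold longer if the control half-life was at most 12 h and the Cnot3KO decay rate below the control rate divided by 2, with mRNAs that did not decay included. The mirror count used the genotypes exchanged. For each of 36 gene lists fixed before the data were examined, the median of the members was set against 10000 random lists of the same size, matched on mean expression in 20 bins, and reported as a percentile that describes these arrays and is not a p-value. A list's counts are given over all genes and adjusted over the list alone.

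The genes named follow a rule also fixed before the data were examined. They are Cnot3 and the Cnot subunits, genes the study had followed, the 10 genes most changed in each direction at 0 h and the 10 most slowed and most quickened after ActD, among those above the array median at 0 h in at least 1 genotype whose other probe sets share the sign and, for decay, whose 6 and 12 h values share it too, and up to 4 members of each list with the largest change. Cnot1, several globins and H19 share probe sets with other symbols and are not named, and Trp53 was not analysed here. Precision between probe sets was taken from 4110 genes with a second probe set, both above the array medians on all 6 arrays, as the SD of the difference between both divided by the square root of 2.

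The models were tested on simulated data drawn for the 16499 genes, with 100 genes changed by each of 1, 2 and 4 (log2), and with the variance of each gene set either to its moderated estimate or drawn from the prior. The second draw was added after the first had given more false calls than the threshold allows. The genotype term recovered 94%, 100% and 100% of changed genes in the first and 29%, 95% and 99% in the second, with 28 and 8 false calls. The slope difference over 12 h was recovered for 3%, 81% and 100%, and for 2%, 13% and 91%, with 16 and 5 false calls.

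Alternatives comprised no filter or a filter at the 50th percentile, the mean of a gene's probe sets, each probe set on its own with unnamed ones included, probe sets without a suffix for shared sequence, centring on ribosomal protein genes or on Gapdh, a further quantile normalization, a fold threshold of 2, other times for the slope, leaving out each time, limma with a variance trend and robust fitting, and random lists matched on the mean change of both genotypes. The 3 Gapdh probe sets are shared with pseudogenes, and their mean was used. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.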

Results

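Fetal hepatocytes were cultured from control embryos and from embryos in which Cre recombinase deletes Cnot3 in the hepatic lineage (Cnot3KO), and total RNA was measured on 6 expression arrays. The study describes the loss of Cnot3 as incomplete in the fetal liver itself and as efficient in the hepatocytes by the end of culture, when these arrays were made. Cnot3 is a subunit of the Cnot complex, the deadenylase that shortens poly(A) tails and so starts mRNA decay. The cells had been treated with actinomycin D (ActD), which blocks transcription, for 0, 6 or 12 h, with 1 array for each genotype and time. The comparisons address which mRNAs differed in abundance between the genotypes and how quickly mRNAs were lost once transcription had stopped. The median intensity of a probe set was between 69.7 and 72.4 on the 6 arrays. Because no array had a replicate, a difference at one time has no error of its own, and the number of arrays limits the precision. As a guide to technical error, the values of a gene from separate probe sets varied with an SD of 0.24 (log2) for the genotype difference at 0 h and 0.42 for the difference in change over 12 h, over 4110 genes. Intensities are relative within each array, so a gene whose mRNA is lost more slowly than the typical mRNA appears to increase after ActD.

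The Cnot3 probe set had intensities of 296, 214 and 158 in control cells at 0, 6 and 12 h, and of 174, 174 and 146 in Cnot3KO cells. Cnot3 was thus 1.70-fold lower in Cnot3KO cells before ActD, a genotype difference that did not pass the test over the 3 times (limma, adjusted p = 0.182). A second Cnot3 probe set differed by only -0.05 (log2) at 0 h. Whether either lies in the deleted part of the gene is not known, and a probe set outside it would not check the labels. By the study's own measurement Cnot3 was lower in cultured Cnot3KO than in control hepatocytes, the direction that the labels give. The study shows this beside Alb protein, so it does not check the mRNA difference of either probe set. The other 9 measured Cnot subunits had a median difference of 0.048 (log2) before ActD, and all 10 members one of 0.0018. Cnot2, the partner that binds Cnot3 directly, was 1.59-fold higher, and the deadenylase subunit Cnot7 was 1.37-fold lower. In the test over the 3 times none of the 10 members passed among all genes (limma, 4 higher and 1 lower at an unadjusted p under 0.05), and 3 were higher and 1 lower adjusted over the list alone.

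Before ActD, 1107 genes were over 1.5-fold higher and 482 over 1.5-fold lower in Cnot3KO than in control cells, among 16110 genes. The lower genes were led by G6pc, the glucose-6-phosphatase that releases glucose from liver, with an intensity of 334 in control and 32.8 in Cnot3KO cells, and by Bhmt, the betaine-homocysteine methyltransferase of methionine metabolism (1502 and 225). The Cnot3KO value of G6pc lies between the 20th percentile (19.7) and the median (69.7) of its array. The study describes hepatocytes of both genotypes as differentiating alike in culture, judged by rising G6pc and Tdo2 mRNA and Alb protein. How the G6pc difference here relates to that was not tested. Onecut2, a transcription factor of the hepatic lineage, was 3.82-fold lower, Slc10a1, the bile acid importer NTCP, 3.29-fold lower, the lipid droplet enzyme Hsd17b13 3.13-fold lower and Rgn, the calcium-binding protein regucalcin, 3.09-fold lower. The remaining genes among the 10 most lower were Fam107a, Cltrn, Guca2b and Sbk1. The higher genes were led by Sytl2, a Rab27 effector of vesicle transport (37.2 in control and 298 in Cnot3KO cells), the interferon-induced RNA-binding protein Ifit1 (29.3 and 149), the keratin Krt6a (60.5 and 242) and the metallothionein Mt4 (35.8 and 140). Tff1, a secreted trefoil peptide, rested on brighter values (762 and 2971), as did the transcriptional co-regulator Cited1 (482 and 1730). Cnksr1, Lamb3, Sfmbt2 and Peg10 completed the 10 most higher genes. For Krt6a the other probe sets of the gene differed by at most 0.32 (log2), for Sfmbt2 by 0.31 and for Hsd17b13 by -0.19. Those of Sbk1 and Fam107a differed by as little as -0.94 and -1.07. These counts come from 1 array per genotype and carry no test. The sign of the difference was the same at 6 and 12 h for 1048 of the higher and 370 of the lower genes. With transcription blocked, mRNA at these times includes what remained from 0 h, so this agreement is not an independent check.

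Over the 3 times together, 116 genes were higher and 47 lower in Cnot3KO cells (limma with time as a block, adjusted p under 0.05), each by at least 2.01-fold and in the same direction at all 3 times. Among the genes named above, Ifit1 (2.89 ± 0.21, log2 difference and SE), Sytl2 (2.25 ± 0.27), Cnksr1, Mt4, Krt6a, Sfmbt2 and Cited1 were higher. Bhmt (-2.55 ± 0.18), Guca2b (-2.52 ± 0.25), Cltrn, Hsd17b13, Slc10a1 and Rgn were lower. G6pc did not pass (-2.05 ± 0.41, adjusted p = 0.0541 in limma). The test treats the 3 times as pairs, so that its p-values measure agreement over times, not over embryos. The lowest adjusted p was 0.0499, just under the threshold, and the count moved widely: it was 5810 without the 0 h arrays, 0 without the 6 h arrays (limma, 2185 genes at an unadjusted p under 0.05) and 63 without the 12 h arrays. It was also 0 in limma with no filter (5762 at an unadjusted p under 0.05), with a filter at the 50th percentile (4887) and with centring on ribosomal protein genes or on Gapdh (5361 each). In the fit that gave 116 higher and 47 lower genes, 5517 of 16499 had an unadjusted p under 0.05 in limma. Counts of list members at that level are to be read against this share. The same holds for counts adjusted over a list alone, which were not set against random lists.

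Interferon and antigen presentation genes, which cells induce against viruses and use to display peptides, were the list with the highest median before ActD. Of 57 measured members 27 were over 1.5-fold higher in Cnot3KO cells and 0 lower, with a median log2 difference of 0.56 that lay above all 10000 random lists of the same size and expression. Ifit1 was 5.10-fold higher, Rsad2, an antiviral enzyme, 2.91-fold, the oligoadenylate synthetase-like gene Oasl2 2.81-fold and the transcription factor Irf7 2.18-fold. Xaf1, an apoptosis factor, was 4.03-fold higher by its brightest probe set and at -0.15 (log2) by another. Over the 3 times 5 members were higher among all genes and 37 adjusted over the list alone. The chemokine Cxcl10 was 1.47-fold lower and the regulator Nlrc5 1.26-fold higher, and neither passed the test. Of the other genes that the study had followed, Herc6 was 1.68-fold higher and Proz 1.44-fold lower, and Hamp, Sod2, Aldh2, Ces2a, Pcca, Ivd, Klkb1, Igf1 and Tdo2 differed by at most 1.25-fold. None of these passed either. The study reported differences in the genes it had followed for livers after birth, which these cultures do not test.

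Cell cycle genes were higher in Cnot3KO cells. The median difference was 0.29 over 73 G2/M and cytokinesis genes, above all random lists, and 0.23 over 59 genes of G1/S and DNA replication, at percentile 99.7. The mitotic kinase gene Aurka was 2.22-fold higher, although its other probe set differed by only 0.08 (log2). The spindle gene Dlgap5 was 1.86-fold higher, the ubiquitin-conjugating enzyme gene Ube2c 1.74-fold, and the replication genes Cdt1, Gins1 and Rfc3 were 1.71-fold, 1.68-fold and 1.61-fold higher. Over the 3 times none of the members of these lists passed among all genes (limma, 46 G2/M and 29 G1/S genes higher at an unadjusted p under 0.05), whereas 38 and 15 were higher adjusted over the list alone, with 3 and 0 lower. The 8 measured cell cycle genes that the study itself had picked, Cdt1, Brca1, Cdc25b, Chek1, Kif23, Ect2, Iqgap1 and Cdc25a, had a median of 0.41, at percentile 98.8, and 5 were higher adjusted over the list alone. That list is not independent evidence of its direction.

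Stress and protein homeostasis genes were also higher before ActD. The median was 0.30 over 17 heat shock and protein folding genes (percentile 99.8), 0.28 over 25 endoplasmic reticulum stress genes (99.9), 0.20 over 39 proteasome subunits (99.96) and 0.17 over 57 translation factors (99.6). Dnajb1 and Hspa1a, chaperones of the heat shock response, were 2.62-fold and 2.15-fold higher and passed the test over the 3 times, as did Chac1, a glutathione-degrading enzyme induced by stress (2.52-fold). Adjusted over the list alone, 14 heat shock, 8 endoplasmic reticulum stress, 7 proteasome and 13 translation factor genes were higher, against 2, 1, 0 and 1 among all genes (limma, 15 proteasome genes higher at an unadjusted p under 0.05). The median of 27 p53 target genes was 0.15 (percentile 82.0). Of these Cdkn1a, which encodes the cell cycle inhibitor p21, was 2.03-fold and the pro-apoptotic gene Bbc3 1.93-fold higher, and both passed the test. Of the 27, 18 were higher and none lower adjusted over the list alone (limma, 20 higher and 0 lower at an unadjusted p under 0.05). Immediate early and AU-rich mRNAs, a class of unstable transcripts, had a median of 0.14 (percentile 93.9), and 5 of 73 were higher among all genes and 23 adjusted over the list alone, among them the transcriptional inhibitors Id1 (3.11-fold) and Id3 (2.22-fold). Ribosomal protein genes (-0.03), apoptosis genes (0.14), other decay factors (0.07), reported miR-122 targets (0.17) and genes with Zfp symbols, most of them C2H2 zinc finger genes (0.05), had medians within the central 95% of random lists. Among the other decay factors 7 were higher and 1 lower, and of the apoptosis genes 2 were higher, adjusted over the list alone. No ribosomal protein gene, miR-122 target or Zfp gene passed (limma, 2, 3 and 105 higher and 6, 0 and 3 lower at an unadjusted p under 0.05).

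Genes of the liver's secretory and metabolic functions were lower in Cnot3KO cells before ActD. The acute phase list holds proteins that the liver secretes in inflammation, and also receptors and regulators such as Il6ra, Stat3 and Cebpb. It had a median of -0.49, and 15 of 34 members were over 1.5-fold lower and 0 higher. Serpina3n, Lbp, Itih3 and Crp were 2.59-fold, 2.46-fold, 2.31-fold and 2.31-fold lower. Plasma proteins made by liver had a median of -0.30, led by the complement gene C8a (2.72-fold lower), Azgp1 (2.54-fold) and the angiotensin precursor Agt (2.27-fold). Lipid and mitochondrial fatty acid metabolism had a median of -0.20 and oxidative phosphorylation of -0.15, all 4 lists below all random lists. Oxidoreductases and detoxification genes (-0.14, percentile 0.010), liver transcription factors (-0.17, 0.030), cholesterol and bile acid metabolism (-0.13, 0.29) and amino acid, urea and glucose metabolism (-0.08, 0.61) lay lower too, with the urea cycle enzyme Cps1 (2.82-fold lower), the glucose transporter Slc2a2 (2.83-fold), the sulfotransferase Sult1a1 (2.98-fold) and Cyp7a1, which catalyses the rate-limiting step of bile acid synthesis (2.12-fold), among their largest differences. Within oxidative phosphorylation, Cox7a1 and Cox6b2, isoforms known from muscle and testis, went the other way and were 2.42-fold and 2.30-fold higher.

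Over the 3 times, 16 acute phase, 27 plasma protein, 17 amino acid, urea and glucose, 10 oxidoreductase and 3 cholesterol and bile acid genes were lower adjusted over the list alone, against 4, 5, 4, 5 and 1 among all genes. Adjusted over the list alone, 1 acute phase gene and 2 amino acid, urea and glucose genes were higher. No lipid metabolism gene passed in either way (limma, 22 lower at an unadjusted p under 0.05), and of the 32 liver transcription factors 10 were higher and 5 lower adjusted over the list alone and none among all genes (limma, 12 higher and 6 lower at an unadjusted p under 0.05). The oxidative phosphorylation genes that passed were Cox7a1 and Cox6b2, both higher, while 20 were lower at an unadjusted p under 0.05. Markers of other cell types were lower beside these lists, with medians of -0.43 for macrophage, -0.36 for endothelial, -0.30 for leukocyte, -0.29 for megakaryocyte and -0.26 for stellate cell markers, while the median of 10 hepatocyte markers was -0.06 (percentile 25.8). Adjusted over the list alone, 11 of 19 macrophage, 10 of 21 endothelial, 11 of 23 stellate cell and 9 of 9 megakaryocyte markers were lower, and 0 of 19 leukocyte markers (limma, 6 lower at an unadjusted p under 0.05). The macrophage receptors Vsig4 and Mrc1, 2.08-fold and 2.06-fold lower before ActD, passed among all genes. Cholangiocyte markers had a median of 0.35 (percentile 99.9), with the claudins Cldn6, Cldn4 and Cldn7 (2.43-fold, 2.30-fold and 2.15-fold higher) past the test among all genes and Krt19 (2.19-fold) not. Pkhd1, the fibrocystin of bile duct cilia, named after its values were seen, was 1.79-fold lower and passed, and adjusted over the list alone 5 cholangiocyte markers were higher and 3 lower. Without probe sets of shared sequence the cholangiocyte median was 0.077, that of macrophage markers -0.29 and that of oxidative phosphorylation -0.072. Erythroid (-0.12) and mesothelial (0.0035) markers had medians within the central 95% of random lists, but with the filter at the 50th percentile the median was -0.26 over 6 erythroid and 0.44 over 5 mesothelial markers. Of the mesothelial markers 1 was higher and 3 lower adjusted over the list alone, and no erythroid marker passed (limma, 2 lower at an unadjusted p under 0.05). Fetal and immature liver genes had a median of -0.04 (percentile 20.1) over members that went both ways, with 6 of 21 higher and 5 lower adjusted over the list alone and none among all genes (limma, 6 higher and 7 lower at an unadjusted p under 0.05). The 6 measured immature liver genes picked by the study had a median of 0.32 (percentile 98.3), with Igf2, a fetal growth factor, 1.59-fold higher and Bicc1, an RNA-binding protein, 1.38-fold lower; 3 were higher and 1 lower adjusted over the list alone, none among all genes (limma, 3 higher and 1 lower at an unadjusted p under 0.05), and the list is not independent evidence. Without probe sets of shared sequence its median turned to -0.038. The study had picked these genes in livers after birth. It describes fetal liver mRNAs as regulated differently in culture, where they did not fall with differentiation and hardly fell under ActD. The 6 measured mRNAs reported as Cnot targets comprise Pdk4 and Igfbp1, which the study describes as identified earlier, and Brca1, Cdt1, Klf6 and Aldoa, which it followed itself, so the list is not independent evidence. Their median was 0.42 (percentile 99.2), with 4 higher adjusted over the list alone and none among all genes (limma, 4 at an unadjusted p under 0.05), and it turned to -0.062 without probe sets of shared sequence.

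**Figure D1:**
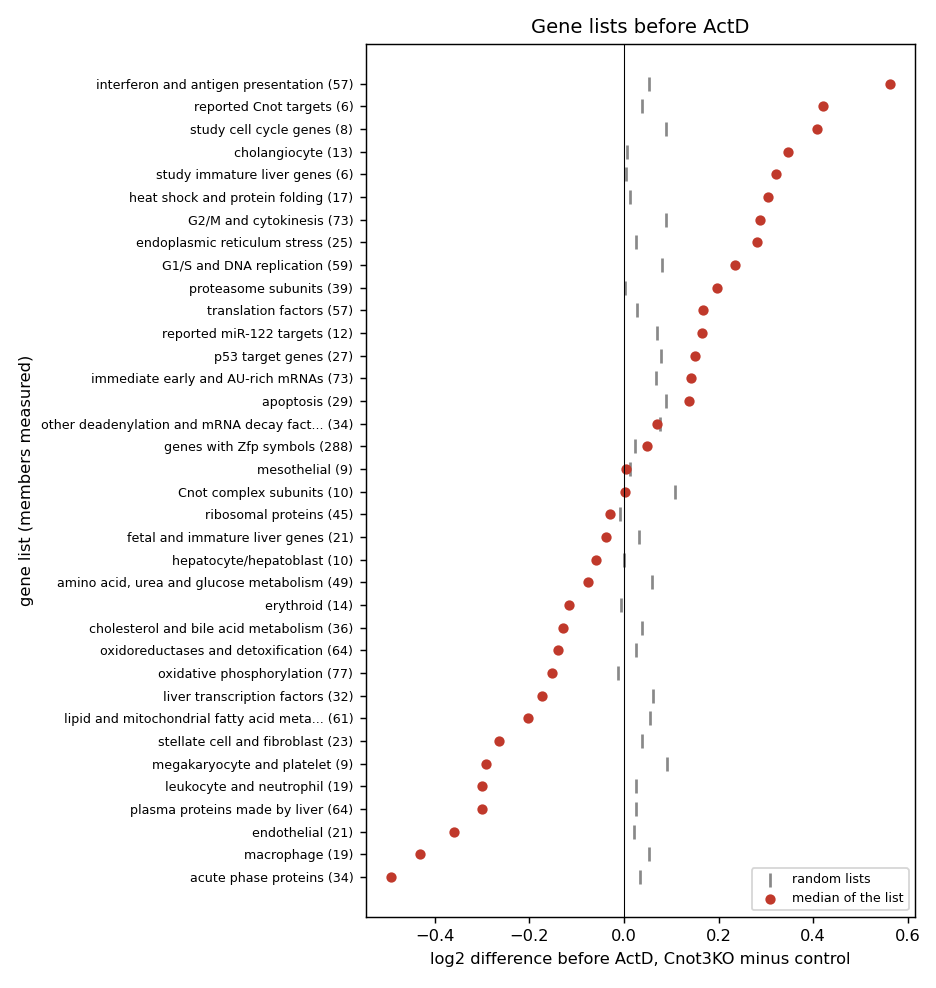
Median log2 difference between Cnot3KO and control cells before ActD for each gene list (horizontal axis, filled points), with the median of random lists matched on expression, 1 array per genotype. Interferon genes (0.56) lie highest and acute phase proteins (-0.49) lowest.

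At 12 h of ActD, with both genotypes in 1 model, 369 genes had risen and 747 had fallen relative to the typical mRNA (limma, genotype as a term, adjusted p under 0.05, 16499 genes). Mest, an imprinted fetal gene (a log2 change of -2.08 in control and -2.37 in Cnot3KO cells), Ppara, a nuclear receptor of fatty acid oxidation (-2.24 and -1.16), the bile acid enzyme Cyp7a1 (-1.99 and -1.43), the stress kinase Ern1 (-2.47 and -1.87), the endothelial cadherin Cdh5 (-2.26 and -2.53) and Pdgfrb, a growth factor receptor of stellate cells (-2.88 and -3.69), fell. Tap1 (2.17 and 2.05), which loads peptides for antigen presentation, the p53 target Pmaip1 (1.87 and 2.06) and the chaperone Hspa1a (1.75 and 1.60) rose in relative terms. For these genes slower loss than the typical mRNA was not separated from continued transcription in either genotype. Of the lists, 7 G2/M, 7 G1/S, 7 liver transcription factor, 7 endoplasmic reticulum stress and 7 endothelial genes fell and 10 interferon genes rose among all genes. Adjusted over the list alone, 19, 16, 13, 8 and 11 fell and 17 rose. Of the Zfp genes 9 rose and 12 fell among all genes, of lipid genes 2 rose and 5 fell, and 5 cholesterol and bile acid genes fell. The total of 1116 was 1712 with the mean of a gene's probe sets, and 0 with each array centred on Gapdh (limma, 3811 at an unadjusted p under 0.05).

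mRNA decay after ActD was slower in Cnot3KO cells for most mRNAs that were short-lived in control cells. Of 2485 genes with a half-life of at most 12 h in control cells, 2382 (95.9%) were lost more slowly in Cnot3KO cells, and the median change over 12 h was -1.63 (log2) in control and -0.49 in Cnot3KO cells, which correspond to half-lives of 7.36 and 24.2 h. Over 2-fold longer half-lives in Cnot3KO cells were found for 1883 genes and over 2-fold shorter half-lives for 111. Selecting genes by a Cnot3KO half-life of at most 12 h gave 723 genes, of which 448 (62.0%) were lost more slowly in Cnot3KO cells and whose median change was -1.88 in control and -1.30 in Cnot3KO cells. Across all 16499 genes the change over 12 h had an SD of 0.91 in control and 0.55 in Cnot3KO cells, and the changes of the genotypes correlated across genes with a Pearson r of 0.607. Genes are not independent replicates, and these counts carry no test. With each array centred on Gapdh they were 3081 and 56. From the 0 and 6 h arrays alone the shorter count was 218, and from the 6 and 12 h arrays alone it was 241.

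**Figure D2:**
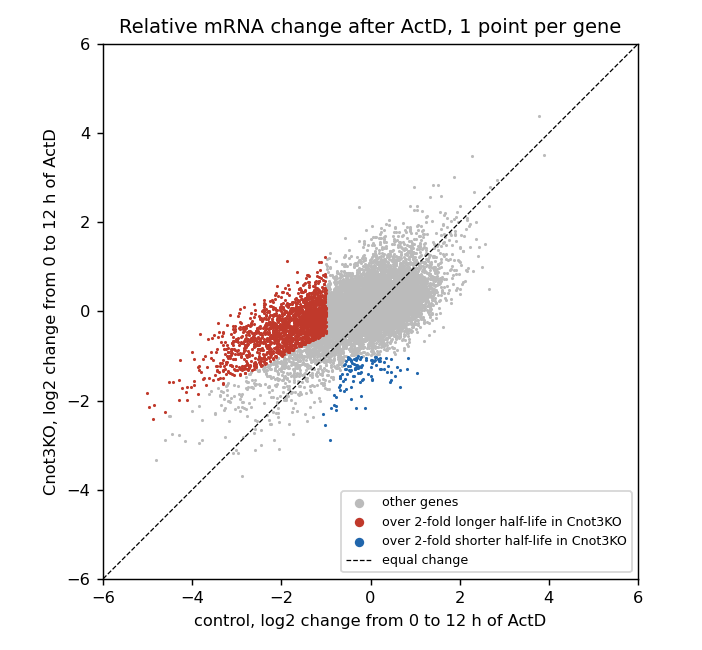
Log2 change from 0 to 12 h of ActD in control (horizontal axis) and Cnot3KO cells (vertical axis), 1 point per gene, with genes of over 2-fold longer (1883) or shorter (111) half-life in Cnot3KO cells in colour. The cloud is wider along the control axis (SD 0.91) than along the Cnot3KO axis (SD 0.55).

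The most slowed mRNAs were those of Dusp16, a phosphatase of MAP kinases (half-life 2.81 h in control and 11.1 h in Cnot3KO cells), Pid1, an adaptor of insulin signalling (2.39 and 6.54 h), Caap1, an apoptosis inhibitor (3.80 and 132 h), Clpx, the mitochondrial protease chaperone (3.28 and 19.6 h), Dyrk2, a kinase (4.06 and 329 h), Smad1, a mediator of BMP signalling (3.72 and 38.1 h), and Cwc22, a splicing factor (4.04 and 115 h). Abtb2, Arfgap1 and the zinc finger gene Zfp958 were the others of the 10. Other probe sets gave smaller slope differences for Pid1 (0.05 and 0.18 on the log2 scale over 12 h, against 3.18), Clpx (0.82 against 3.04), Abtb2 (0.68 against 2.94), Dyrk2 (as little as 0.59 against 2.92) and Dusp16 (1.12 against 3.19). Half-lives beyond the 12 h of sampling are extrapolated from slopes near 0. The most quickened were Dpyd, which starts pyrimidine breakdown (a log2 change over 12 h of 1.03 in control and -1.38 in Cnot3KO cells), the neuropeptide gene Nts, the histone gene H3f3b, Peg10, Antxr1, Atrnl1, Cadm1 (0.55 and -1.45), Reln, a secreted product of stellate cells (0.67 and -1.31), Tenm3 and Mmp13. Other probe sets of Antxr1, Atrnl1 and Tenm3 gave -0.42, -0.65 and -1.11 against -2.02, -2.004 and -1.97. In the limma test of the slope difference 0 of 16499 genes passed, 2924 had an unadjusted p under 0.05 (2107 slower and 817 faster in Cnot3KO) and the lowest adjusted p was 0.179, the value of Ect2, Caap1, Clpx and Zfp958 among others. The test has 2 residual degrees of freedom. In simulated data it recovered 81% or 13% of genes differing by 2 on the log2 scale over 12 h, depending on how the noise was drawn.

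**Figure D3:**
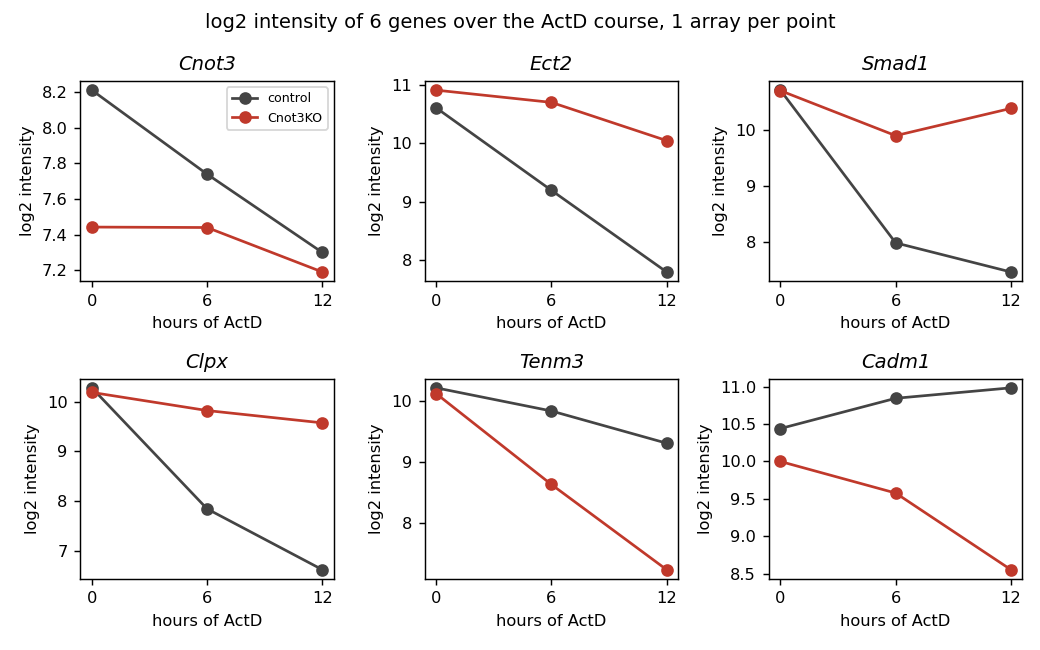
Log2 intensity (vertical axis) of Cnot3, Ect2, Smad1, Clpx, Tenm3 and Cadm1 at 0, 6 and 12 h of ActD (horizontal axis) in control and Cnot3KO cells, with 1 array per point and no error bars. Smad1 ends at an intensity of 178 in control and 1328 in Cnot3KO cells, and Cadm1 at 2027 and 375.

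For immediate early and AU-rich mRNAs the median difference in change over 12 h, Cnot3KO minus control, was 0.81 and lay above all random lists, with 55 of 73 members slower; Dusp6 (half-life 4.50 h in control and 53.9 h in Cnot3KO cells) and the kinase Sik1 (5.30 and 42.3 h) were among them. The p53 target genes had a median of 0.82 (percentile 99.96), with Mdm2, which degrades p53, at a change of -1.65 in control and 0.88 in Cnot3KO cells and the apoptosome gene Apaf1 at -2.72 and -0.53; another Mdm2 probe set gave a difference of -0.18. Liver transcription factors had a median of 0.67 (percentile 99.9), and half-lives were 3.19 and 11.1 h for Prox1, 4.58 and 44.0 h for Foxa3 and 4.90 and 69.0 h for Cebpa. The G2/M list had a median of 0.53 (percentile 99.7), with Ect2, needed for cytokinesis, at 4.27 and 13.9 h. Heat shock genes (0.57, percentile 99.8), interferon genes (0.37, 99.4) and the Cnot subunits (0.95, 97.6) had positive differences as well. Cnot4 had half-lives of 3.36 and 11.5 h. Interferon genes had a median change of 0.24 in control and 0.61 in Cnot3KO cells, and p53 targets of 0.20 and 0.87. Both lists thus rose in relative terms in both genotypes. Only 3 of 57 interferon genes and 2 of 27 p53 targets had a half-life of at most 12 h in control cells. Zfp genes had a median of 0.51, above all random lists, and 222 of 288 were slower. From the 6 and 12 h arrays alone the median was 0.23 for AU-rich mRNAs, 0.095 for G2/M and 0.31 for Zfp genes, and from the 0 and 6 h arrays alone that of interferon genes turned to -0.15. Among all genes none of these list members passed (limma, 15, 12, 12, 21, 6, 9, 5 and 69 slower at an unadjusted p under 0.05, in the order in which the lists were introduced). Adjusted over the list alone, 7 p53, 8 G2/M and 4 heat shock genes, 1 Cnot subunit and 4 cholesterol genes were slower.

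Other lists lay within the central 95% of random lists for this difference, namely G1/S genes (0.24), the study's cell cycle genes (0.35), other decay factors (0.34), apoptosis genes (0.41), miR-122 targets (0.41), the reported Cnot targets (0.62), cholesterol and bile acid genes (0.09), acute phase proteins (0.09), fetal and immature liver genes (-0.25, percentile 2.57), the study's immature liver genes (-0.03), ribosomal proteins (-0.06), proteasome subunits (0.04) and translation factors (0.03), and hepatocyte (0.05), erythroid (-0.17), macrophage (-0.07), leukocyte (0.10), endothelial (0.01) and cholangiocyte (-0.14) markers. Several of these medians depended on the arrays used. From the 0 and 6 h arrays alone, scaled to 12 h, they were -0.78 for endothelial, -0.70 for cholangiocyte and -0.43 for macrophage markers and -0.15 for miR-122 targets, and from the 6 and 12 h arrays alone 0.145, 0.35, 0.22 and 0.66, with 0.15 for fetal and immature liver genes. G1/S genes were at 0.25 from the 0 and 6 h arrays and at 0.0001 from the 6 and 12 h arrays. In the same order other decay factors were at 0.0022 and 0.51, and the study's cell cycle genes at 0.70 and 0.077. Proteasome subunits were at -0.15 and 0.31, and translation factors at -0.075 and 0.34. Without probe sets of shared sequence the reported Cnot targets were at 1.29. Of the study's cell cycle genes 1 was slower adjusted over the list alone. When random lists were matched on the mean change of both genotypes as well, the G2/M list was at percentile 38.7, the liver transcription factors at 57.4 and the Cnot subunits at 89.7, whereas the p53 targets, AU-rich mRNAs, interferon and Zfp genes were at 100 and the heat shock genes at 99.6. The fetal and immature liver genes (0.010) and endothelial markers (1.08) then lay outside the central 95%.

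Some lists had lower median changes after ActD in Cnot3KO than in control cells. Plasma protein genes had a median change of 0.51 in control and 0.14 in Cnot3KO cells, a relative increase in both, and a median difference of -0.35, below all random lists. The apolipoprotein Apoc3 had a relative change of 1.34 in control and -0.09 in Cnot3KO cells, and Apob of 0.59 and -0.44. Amino acid, urea and glucose (-0.25), endoplasmic reticulum stress (-0.26), oxidoreductase (-0.23), oxidative phosphorylation (-0.21) and lipid genes (-0.16) had medians under the 2.5th percentile. With lists matched on the mean change as well, oxidative phosphorylation (percentile 50.3), lipid (14.0) and oxidoreductase genes (9.75) no longer stood apart, while plasma protein (0.13), amino acid (0.16) and endoplasmic reticulum stress genes (0.040) did. Stellate cell markers (-0.80), megakaryocyte markers (-0.93) and mesothelial markers (-0.54) were lower still, with Lox, the collagen cross-linker, at 1.07 and -0.27 and the platelet glycoprotein Gp1bb at 1.30 and -0.07. No member of these lists passed among all genes (limma, 12 stellate and 5 megakaryocyte markers and 9 plasma protein genes faster at an unadjusted p under 0.05), and 1 stellate marker passed adjusted over the list alone. With each array centred on Gapdh, the medians of the plasma protein, amino acid, endoplasmic reticulum stress, oxidoreductase, oxidative phosphorylation and lipid lists turned positive, between 0.01 and 0.21, while the median of all genes moved to 0.33. From the 0 and 6 h arrays alone the medians were -0.15 for plasma protein, -0.023 for endoplasmic reticulum stress and -1.05 for mesothelial genes, and from the 6 and 12 h arrays alone -0.40, -0.62 and -0.23, with -0.088 for lipid genes.

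Genes that were higher in Cnot3KO cells before ActD tended to decay more slowly there. Across 16110 genes the difference at 0 h correlated with the difference in change from 6 to 12 h, which shares no array with it, with a Pearson r of 0.252 and a Spearman rho of 0.277. Of the 1107 higher genes 211 had over 2-fold longer half-lives, against 129 for independent lists, and 10 shorter ones, against 7.63. Of the 482 lower genes 75 had longer half-lives, against 56.3, and 20 shorter ones, against 3.32. The half-lives use the 0 h arrays too. So does the slope over all 3 times, with which the difference at 0 h had a Pearson r of 0.140. Simulated array noise alone gave a correlation of -0.71 between the difference at 0 h and that in decay. That direction is opposite to the excess of longer half-lives among higher genes and of shorter ones among lower genes. Genes are not independent replicates, and no p-value is given.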

Values the study reported

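In fetal hepatocytes after 5 days of culture, the study counted around 1400 mRNAs that were over 1.5-fold higher and 800 that were over 1.5-fold lower without Cnot3. After ActD it counted around 3000 mRNAs whose half-lives were lengthened over 2-fold.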

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

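The tests of the slower decay and of the splits of the arrays in this part were chosen only after the results were seen. For genes with Zfp symbols, most of them C2H2 zinc finger regulators of transcription, the median changes after ActD lay on opposite sides of 0 in the genotypes. They include Zfp36, a decay factor of another zinc finger type that is also in the lists of AU-rich mRNAs and other decay factors. Over 288 members the median change over 12 h was -0.20 in control and 0.25 in Cnot3KO cells, and the median over members of the difference was 0.51, while random lists matched on expression had medians of 0.20 and 0.09. The difference was not tested for the list as a whole. In limma 0 of its members passed among all genes or adjusted over the list alone, with 69 slower and 5 faster in Cnot3KO at an unadjusted p under 0.05. Zfp958 (half-life 6.44 h in control and a relative change of 1.12 in Cnot3KO cells) and Zfp62 (6.50 h and 0.60) had large differences.

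Probe sets without a gene name were not used in the comparisons of genes, and entered only the counts of every probe set on its own. Of 6142 such probe sets 75 were over 1.5-fold higher and 270 over 1.5-fold lower in Cnot3KO cells before ActD. Of 6565, 365 rose over 2-fold in intensity after 12 h of ActD in control and 96 in Cnot3KO cells, with no test.

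The tables argue against regression to the mean and array scaling as the cause of the slower relative decay in Cnot3KO cells: genes chosen by a Cnot3KO half-life of at most 12 h also had the lower median change in control cells (control minus Cnot3KO -0.57, log2), and longer half-lives were at least 12.8 times as frequent as shorter ones under 3 other scalings. Nor does 1 outlying time account for it, since that ratio was at least 7.88 from the 0 and 6 h or the 6 and 12 h arrays, while leaving out 6 h changes nothing by construction. A weaker block of transcription in the Cnot3KO hepatocytes, alike for all mRNAs, remains open, as its prediction was met. Of 1447 genes with a mean change of -1 or lower, 4.49% fell more in Cnot3KO by over the spread between probe sets. That share is within the bound set for this explanation, although close to it. By over the same spread, 1170 of the 1447 genes fell less in Cnot3KO. The explanation was narrowed to hepatocytes after the share was seen. Less active ActD in the whole Cnot3KO culture cannot be told apart, as 15 short-lived markers of other cell types had a median ratio of Cnot3KO to control change of 0.858 with a 95% bootstrap interval from 0.555 to 1.12, an interval added after the median had first been read as excluding it, and 39 short-lived genes of the liver lists had 0.362. Continued transcription cannot be told apart either (4.27% of short-lived genes and 3.59% of genes that did not fall in control were over 1.5-fold higher at 12 h than at 6 h in Cnot3KO, a ratio of 1.19, without replicates), so that slower deadenylation without Cnot3 may be the cause but was not separated from these.

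The 6 arrays can be split into 3 against 3 in 10 ways, too few for a share under 0.05. For the genotype difference in limma the real split gave 163 genes and the highest of the others 0, so that 1 split gave as many. Of the splits 4 keep 1 array of each time in each group, and the highest of the other 3 of these gave 0, whereas the remaining splits mix times and genotypes. For the slope difference the real split gave 0 genes in limma (2924 at an unadjusted p under 0.05) and the highest of the others 0. With a real count of 0 all 10 give as many by construction, which tests nothing.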

How the results depend on the processing

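None of the alternatives or tests in this part was chosen after the results were seen. Numbers of genes over 1.5-fold higher or lower before ActD stayed within 1.5 times under the filters, scalings and probe set rules tried, except with every probe set on its own, those without a gene name included (1839 and 1331) and, by construction, at a fold threshold of 2 (199 and 96). Longer half-lives were counted for 3553 probe sets on their own and for 3081 genes with Gapdh centring, and shorter ones for 225 and 56, for 60 with the mean of probe sets, 456 with both slopes below 0 and any half-life, 218 from the 0 and 6 h arrays and 241 from the 6 and 12 h arrays. The slope from 0 and 12 h is identical to that from all 3 times by construction.

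The genotype difference over the 3 times (163 genes) was the least stable: by limma it was 0 with no filter (5762 at an unadjusted p under 0.05), 0 with the 50th percentile filter (4887), 0 with ribosomal (5361) and 0 with Gapdh centring (5361), 0 without the 6 h pair (2185), 63 without the 12 h pair, 5810 without the 0 h pair, 3 for probe sets on their own, 252 with quantile normalization, 649 without shared suffixes, 1586 with the mean of probe sets and 1953 with a variance trend and robust fitting. Adjusted p-values of the genes called lay between 0.0499 and the threshold, and the cause was not tested further. Genes changed after 12 h of ActD were 3433 for probe sets on their own, 1712 with the mean of probe sets, 0 with Gapdh centring by limma (3811 at an unadjusted p under 0.05) and 3202 over 2-fold in control cells alone without a test. Of the genes changed 33.1% had risen with the deposited scaling, 18.3% with ribosomal centring and 42.4% with quantile normalization. The slope difference gave 0 genes in limma under each alternative tried, with 2485 to 5371 at an unadjusted p under 0.05. The genotype test pairs the arrays by time, and the labels carry no replicate numbers by which embryos or cultures could be paired.

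Of 36 lists 17 lay outside the central 95% of random lists for the slope difference, and 13 when matched on the mean change as well. Of 468 alternative list medians 37 changed sign, 9 of them in lists that lay outside the central 95% of random lists for that value. Without shared suffixes the study's immature liver genes were at -0.038 and the reported Cnot targets at -0.062 before ActD. With Gapdh centring the slope differences were 0.014 for plasma proteins, 0.12 for amino acid, 0.21 for lipid, 0.13 for oxidoreductase, 0.11 for endoplasmic reticulum stress and 0.16 for oxidative phosphorylation genes, where the median of all genes was 0.33, and interferon genes were at -0.15 from 0 and 6 h. The correlation of the difference before ActD with the slope over all 3 times was 0.14 against 0.252 with the change from 6 to 12 h. The former shares the 0 h arrays, and simulated array noise alone gave -0.71.

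Of 156 values of named genes, over 1.5-fold before ActD or over 1 (log2) for the slope difference and with another probe set, 33 changed sign with the set farthest away. Before ActD these were Brca1 -0.15, Exosc10 -0.086, Sox4 0.15, Igf2bp1 -0.066, Xaf1 -0.15, Tap1 -0.094, Bcl2l11 0.62, Eef2k -0.084, Slc4a1 0.42, Laptm5 0.20, Erg 0.10 and Cdh5 0.19. For the slope difference they were Cnot7 -0.087, Brca1 -0.23, Btg1 -0.60, Rad51ap1 -0.028, Dscc1 -0.46, Aurka -0.20, Spc25 -0.22, Kif20b -0.31, Ttk -0.51, Incenp -0.31, Mdm2 -0.18, Sox4 -0.15, Sox11 -0.11, Lpin2 -0.16, Nr5a2 -0.33, Dnajb4 -0.30, Bmf -0.76, Zfp655 -0.016, Zfp516 -0.082, Eif4ebp2 -0.52 and Eif4g3 0.37. The cause was not tested. Low signal over background limits dim genes, as 1 array stands for each group.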

Other observations

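Of the tests in this part, those of mean decay rate on locus length, and those of 1 outlying array and of the DNA around Cnot3 on its neighbours, were chosen only after the results were seen. Genes with long loci tended to lose more mRNA after ActD in both genotypes. In the shortest eighth of 11818 genes by locus length in GRCm38.p6 (median 3.08 kb) the median log2 change over 12 h was 0.31 in control and 0.27 in Cnot3KO cells. In the longest (median 151 kb) it was -0.71 and -0.71. The median slope difference, Cnot3KO minus control, was 0.27 and 0.27 in the sixth and the seventh eighths (medians 41.3 and 69.3 kb) and -0.05 in the longest, so that genes of the former eighths were on balance lost more slowly in Cnot3KO cells. Spearman's rho between locus length and change was -0.366 in control and -0.559 in Cnot3KO cells, across genes, which are not independent replicates.

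A hypothesis from these values is that long genes may decay relatively faster in Cnot3KO than in control cells at a like mean decay rate. Over all genes length and slope difference were hardly correlated (rho 0.05), and a negative relation appeared within 20 bins of the mean change of both genotypes (mean rho -0.335, from -0.564 to -0.122), a matching chosen after the data were seen. Mean decay rate is held alike within these bins, and rho was negative in each of them (-0.564 to -0.122). The relation was found only within these same bins, so they cannot test differences in mean decay rate as its cause. Expression level (rho within bins of it 0.021) cannot be told apart as a cause. With no negative relation over all genes, binning on it has nothing to remove, a rule added after these values were seen. mRNAs of other cell types cannot be told apart either, since in 278 genes of the liver lists rho was -0.203 without bins, with a 95% bootstrap interval of -0.316 to -0.081, which reaches above the bound of -0.1. No biological explanation was tested.

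A probe set of Rps9, a ribosomal protein gene near Cnot3, differed by -6.66, -5.996 and -6.44 (log2, Cnot3KO minus control) at 0, 6 and 12 h and was chosen for these values, so that a test of 1 outlying array on it (smallest size 5.996) decides nothing, while the brightest Rps9 probe set differed by 0.043, -0.034 and -0.059 and the remaining one by -0.20, 1.02 and 1.63. Among the 112 measured genes nearest to Cnot3 only Cox6b2 and Nop53 had a constant genotype difference, with a mean over 1 (log2) and an SD over the times under 0.3. DNA around the targeted gene cannot be told apart as a source of these 2, as 117 of 646 windows of as many genes on other chromosomes held at least as many, a window size matched after a first comparison with larger windows. Single probe sets cannot be told apart from whole mRNAs, since of the 2 genes only Nop53 had other probe sets, 1 with the difference (0.997) and 1 without (0.25), which counts as 100% of 1 gene. Of 109 genes with constant differences 19 lay on chromosome 7, which carries Cnot3 and 7.99% of the genes, and 17 of these were not among the nearest.

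The count of genes over 1.5-fold lower before ActD was 482 here. That is lower than the value quoted from the study above. With every probe set counted on its own, those without a gene name or with several included, it was 1331, of which 270 had no gene name. That is higher than the value quoted, and which count matches it is not known. Genes over 1.5-fold higher numbered 1107, lower than the value quoted, and 1839 with every probe set on its own, higher than it. Longer half-lives were counted for 1883 genes, lower than the value quoted. They were counted for 3081 genes with Gapdh centring, close to it, and for 3553 probe sets on their own, above it. These counts require a control half-life of at most 12 h, a limit that the study does not state. With any half-life and both slopes below 0, the count was 2305 genes, lower than the value quoted. For probe sets on their own it was then 4961, above that value. Which of these counts matches the study's is not known either.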
